A study of Mus musculus with 4 samples. Its data were reported in "Distinct Cell-Cycle Control in Two Different States of Mouse Pluripotency" (2017).

How the data were processed

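RNA was sequenced from mouse embryonic stem cells (ESCs) that had been cultured for over 20 days either in medium with serum (serum ESCs) or in serum-free medium with 2 kinase inhibitors that block MEK and GSK3 (2i ESCs). Per the labels, the cells were in late G1-phase, the part of the cell cycle just before DNA synthesis; the series description speaks of early G1-phase instead, so the part of G1-phase rests on the sample labels. There were 2 libraries per group and 4 libraries in all. The labels give no cell line for these libraries.

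The authors sorted the cells, removed ribosomal RNA from total RNA, and sequenced fragments primed at random positions. They aligned the reads to the mouse genome build mm9 with Bowtie and estimated expression with MMSeq, which divides a read that fits several transcripts between them. Gene counts were then scaled per library. The deposited values are a signal, namely gene counts divided by a DESeq2 size factor for each library (normalized counts below). Because fragments of related genes are divided by estimation, values of near-identical gene copies are uncertain.

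The deposited table holds 14533 genes. All values in each library were whole multiples of a single step, so that 100% of the values came out as whole reads. The steps were 1.00052 and 0.972 for serum replicates 1 and 2, and 1.04 and 0.970 for 2i replicates 1 and 2. Size factors computed from these whole reads with DESeq2 differed from the deposited ones by at most 4.43e-06, so the scaling was made on this table. The smallest total of whole reads over the 4 libraries was 51. Gene names, types and positions came from GENCODE vM1, which describes the same genome build. It held 14462 of the genes, and 71 had no entry. A transcript sequence was held for 12928 genes.

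Each gene was tested with limma (version 3.58.1, R 4.3.3) on log2(normalized count + 1), with a trend of the variance on expression and no replicate term. Fold changes are serum over 2i on this scale, which understates the change of low genes. Genes with a mean of at least 50 normalized counts in either group were kept, which left 13005 genes. A gene was called at an adjusted p-value under 0.05 (Benjamini-Hochberg) and a log2 fold change beyond 1, which is a fold change of 2. The study called genes with DESeq2 on counts. Since the deposited values were scaled, a count test was planned as an alternative and not as the main test. The prior degrees of freedom of the fit were 4.41. With 2 libraries against 2, an exact permutation test of a single value has 3 splits and cannot give a two-sided p-value below 0.333, so no such test was used.

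Gene lists were fixed before the data were examined. The size of each effect was the median log2 fold change over a list, and the test was camera from limma with a preset correlation between genes of 0.01, adjusted over 15 lists. The rotation test fry and camera with an estimated correlation were also run. The E2F target list was taken from the study, which showed it for these same samples. Any gene of a list may be named. Beyond the lists, the rule named up to 5 genes with the largest rise and 5 with the largest fall among called genes whose serum values lay on one side of both 2i values. The gene at each end of 5 lists was named after its values had been seen, as was each gene said so below.

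The settings compared, chosen before the data were examined, were pseudocounts of 0.5 and 5, no filter, means of at least 10 or 200 over the 4 libraries, upper quartile, TMM and quantile scaling, the replicate number as a block, leaving out each library, limma without trend, other thresholds, and edgeR (version 4.0.16) and DESeq2 (version 1.42.0) on whole reads. Alternatives added after the data were seen were a correction for GC content and transcript length (mgcv 1.9.3), protein-coding genes alone, genes with at least 80% of their 43-base words in no other gene, histone genes outside chromosome 13, and histone genes set against the other genes of that chromosome. The words of protein-coding genes were compared among protein-coding transcripts alone, so copies in pseudogenes and other gene types were not counted.

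The fit was tested on simulated data drawn for the 13005 genes with 200 genes changed. At a low spread between replicates, all 200 changed genes were called at 4-fold, with 0 unchanged genes. At the spread estimated gene by gene from these libraries (common biological coefficient of variation 0.668), 0 of 200 genes changed 4-fold were called, with 5 unchanged genes. At that spread 63 of 200 genes changed 16-fold (31.5%) were called, with 9 unchanged genes. In the simulation of 4-fold changes 632 unchanged genes had an unadjusted p-value under 0.05 and a 2-fold change. Of the unchanged genes called, 0 of 5 and 1 of 9 were at 0 reads in both libraries of a group. The test therefore has little power at this spread. In the simulation of 4-fold changes every gene called was an unchanged one, so a call at the adjusted threshold may be false.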

Results

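RNA from late G1-phase mouse ESCs was compared between serum and 2i conditions, with 2 libraries per condition. The libraries held 26570098 and 18939401 whole reads in serum replicates 1 and 2, and 21649417 and 20421024 in 2i replicates 1 and 2. Protein-coding genes took 46.9% and 76.3% of the reads in the serum libraries and 57.8% and 66.3% in the 2i libraries. The 10 genes with most reads took 50.6% of the reads of serum replicate 1, 17.5% of serum replicate 2, 34.7% of 2i replicate 1 and 25.5% of 2i replicate 2.

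**Figure D1:**
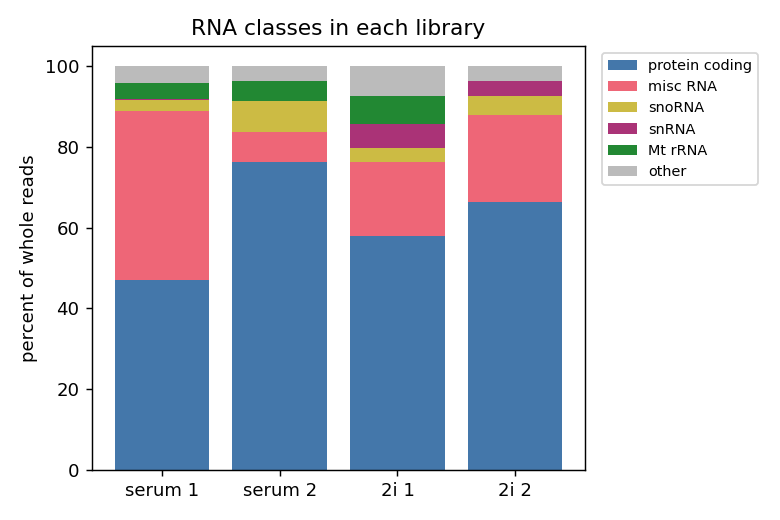
The bars show the percent of whole reads (y axis) in each RNA class for each of the 4 libraries (x axis). The misc RNA class ranges from 7.38% in serum replicate 2 to 42.1% in serum replicate 1.

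The libraries did not separate by culture condition alone. The first principal component of the log2 values held 54.0% of the variance and separated replicate 1 from replicate 2, and the second held 30.4% and separated serum from 2i. Across genes, which are not independent replicates, Pearson's r was 0.808 between the serum libraries and 0.628 between the 2i libraries, against 0.815 between serum replicate 2 and 2i replicate 2. The median absolute log2 difference was 0.53 between the serum replicates and 0.76 between the 2i replicates, and the median absolute log2 fold change between the groups was 0.55. These sizes are similar but not directly comparable. The difference between conditions is taken between means of 2 libraries, and that between replicates between single libraries.

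To ask which genes differ between the conditions in G1-phase, all 13005 genes were tested with limma. At an adjusted p-value under 0.05 and a 2-fold change, 0 genes were higher in serum ESCs and 2 were higher in 2i ESCs. At an unadjusted p-value under 0.05, 386 genes were at least 2-fold higher in serum ESCs and 390 in 2i ESCs. In the simulation of 4-fold changes described above, 632 unchanged genes passed these unadjusted thresholds. There, 5 unchanged genes passed the adjusted ones, more than the 2 genes called here, but 0 of these 5 had a group at 0 reads. The alternative with a test and the same thresholds that moved the counts most was DESeq2 on whole reads, with 73 genes higher in serum ESCs and 178 in 2i ESCs, while edgeR called 0 and 0. Both called genes were U1 spliceosomal RNA genes listed at 0 in both serum libraries. U1 (ENSMUSG00000075996, chromosome 12, 55815205 to 55815368, plus strand) had 84296 and 45638 normalized counts in the 2i replicates, of which the lower was 15204.6-fold above a floor of 3 reads (limma, adjusted p-value 0.000499). U1 (ENSMUSG00000065308, chromosome 3, 96163876 to 96164040, minus strand) had 5466 and 11393 normalized counts, of which the lower was 1820.96-fold above the floor (limma, adjusted p-value 0.00700). U1 has 31 genes in the table whose copies are near-identical, so the value of a single copy is uncertain.

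The study asked whether histone genes are expressed more in serum ESCs in G1-phase. The median log2 fold change of 66 replication-dependent histone genes, the clustered genes whose transcripts accompany DNA synthesis, was 0.79, and 52 of them were higher in serum ESCs (camera, adjusted p-value 8.54e-06). The median was 1.38 after correction for GC content and length. The rise differed between libraries. Serum replicate 1 exceeded 2i replicate 1 by a median of 1.06 and serum replicate 2 exceeded 2i replicate 2 by 0.39, while serum replicate 1 exceeded 2i replicate 2 by 0.06 and serum replicate 2 exceeded 2i replicate 1 by 1.37. The replicates of 2i differed from each other by 0.85, more than the difference between conditions. Without 2i replicate 1 the median was 0.26, and without 2i replicate 2 it was 1.27. No histone gene had an adjusted p-value under 0.05 over all genes. An unadjusted one under 0.05 was found for 14, of which Hist1h2aj and Hist1h2bn were lower in serum ESCs. When adjusted over the list alone, 1 passed. That gene, chosen here after its values were seen, was Hist1h2bh (ENSMUSG00000064168, chromosome 13, 23634793 to 23635228), with 2800 and 2603 normalized counts in serum and 237 and 249 in 2i. Only 38.3% of its read-length words were its own. Summed over each histone class, so that shared reads stay together, the median over the 5 classes was 0.78, and the list was no longer past the threshold (camera, adjusted p-value 0.101). The class log2 fold changes were 0.78 for H1, 0.64 for H2A, 0.92 for H2B, 0.94 for H3 and 0.29 for H4, with standard errors from 0.65 to 0.72. Replication-independent histone genes had a median of -0.18, and 4 of 11 were higher in serum ESCs (camera, adjusted p-value 0.892). This sign turned positive (0.018) without 2i replicate 2. After correction for GC content and length the median was 0.057, but that of all genes then stood at 0.10.

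**Figure D2:**
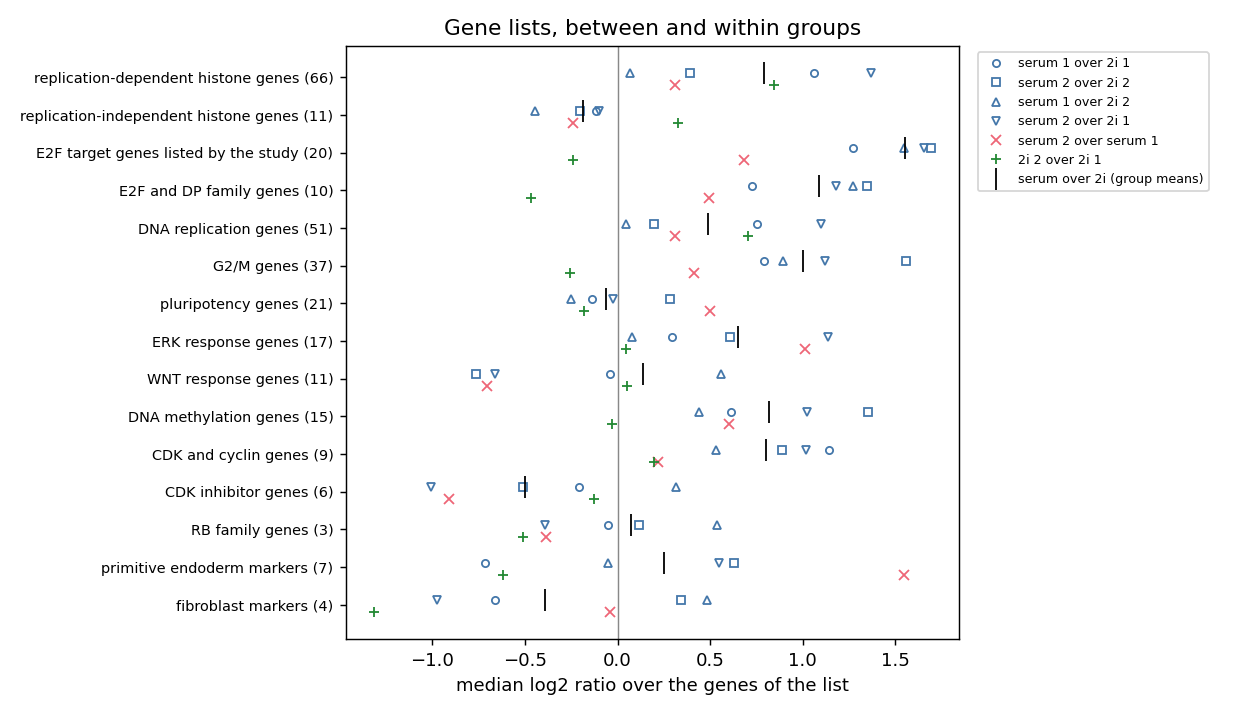
The x axis gives the median log2 ratio over each gene list (y axis, with the number of genes) for the group means (bars), for each pairing of a serum with a 2i library (blue symbols) and between replicates of a condition (red and green symbols). For replication-dependent histone genes the difference between the 2i replicates (0.85) exceeded the difference between the conditions (0.79).

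Expression of E2F genes and their targets was compared next, since the study asked about the RB-E2F pathway. The 20 E2F target genes listed by the study had a median log2 fold change of 1.55, and 19 were higher in serum ESCs (camera, adjusted p-value 1.22e-11). Across the pairings of a serum with a 2i library the median lay between 1.27 and 1.69, against a difference of 0.68 between the serum replicates. No gene passed over all genes, 12 had an unadjusted p-value under 0.05, and 8 passed when adjusted over the list alone. Jun is among the 12 and among the 8, and it was lower in serum ESCs (log2 fold change -2.28). The study showed this list for these samples and does not say how its genes were chosen, so the count adjusted over the list alone is not treated as independent evidence. Without its histone, E2F and DP genes the median was 1.51. At its ends were Myc, with 131 and 657 normalized counts in serum and 7.27 and 4.85 in 2i, and Jun, with 72.0 and 50.5 in serum and 457 and 192 in 2i. All 10 E2F and DP family genes were higher in serum ESCs, with a median of 1.09 (camera, adjusted p-value 2.25e-05), a range over library pairings of 0.73 to 1.34, and 3 genes past the threshold when adjusted over the list alone against 0 over all genes.

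The 51 DNA replication genes had a median of 0.49, and 45 were higher in serum ESCs (camera, adjusted p-value 2.04e-05). The pairings gave 0.75 and 0.20 within replicate numbers 1 and 2, and 0.04 and 1.10 across them. The 2i replicates differed by 0.70, more than the conditions did. Without 2i replicate 1 the median was 0.14, and without 2i replicate 2 it was 0.83. The 37 G2/M genes, whose transcripts peak after DNA synthesis, had a median of 0.999, and 32 were higher in serum ESCs (camera, adjusted p-value 5.25e-14). Their pairings lay between 0.79 and 1.56, against differences of 0.41 between the serum replicates and -0.26 between the 2i replicates. Over all genes 0 of the DNA replication and 0 of the G2/M genes passed, and 0 and 9 passed when adjusted over the list alone. At an unadjusted p-value under 0.05 there were 3 and 16.

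Lists that report on the culture conditions were also compared. The 17 ERK response genes, which the MEK inhibitor in 2i acts on, had a median of 0.65 and 11 were higher in serum ESCs (camera, adjusted p-value 0.00619). The serum replicates differed by 1.01, and 4 genes passed when adjusted over the list alone, of which Fos was lower in serum ESCs. Without serum replicate 2 the median was 0.36. Spry4 rose most, with 536 and 3973 normalized counts in serum and 59.2 and 15.5 in 2i, and Fos fell most, with 85.0 and 104 in serum and 292 and 1145 in 2i. The 11 WNT response genes had a median of 0.14 (camera, adjusted p-value 0.892), and it fell to -0.42 without 2i replicate 1, to -0.24 without 2i replicate 2 and to -0.29 without serum replicate 1, and rose to 0.57 without serum replicate 2. At its ends were Bmp4 (772 and 1533 normalized counts in serum, 196 and 79.5 in 2i) and Apcdd1 (49.0 and 61.2 in serum, 97.6 and 478 in 2i). The 21 pluripotency genes had a median of -0.06, with 10 higher in serum ESCs (camera, adjusted p-value 0.691), and its sign turned under quantile normalization (0.16). It was 0.20 without serum replicate 1. Members moved both ways, with Lin28a at 2656 and 5038 normalized counts in serum and 743 and 428 in 2i, and Dppa3 at 18.0 and 17.5 in serum and 244 and 391 in 2i. The 15 DNA methylation genes had a median of 0.82, with 14 higher in serum ESCs (camera, adjusted p-value 0.000204), and 1.23 without serum replicate 1. Dnmt3l was highest (306 and 1318 normalized counts in serum, 32.2 and 451 in 2i) and Tet3 lowest (89.0 and 151 in serum, 140 and 138 in 2i). Adjusted over the list alone, 1 WNT response, 3 pluripotency and 0 DNA methylation genes passed, and over all genes 0 of each.

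With limma 0 genes of each list had an adjusted p-value under 0.05 over all genes. With DESeq2 on whole reads, 4 replication-dependent histone genes had one, of which 2 were higher in serum ESCs and 2 in 2i ESCs. Of the latter, Hist1h2ao, named after its values were seen, had 1943 normalized counts in 2i replicate 1 and 0 in each other library. None of its read-length words were its own, so it is no evidence of a rise in 2i ESCs. With DESeq2 3 pluripotency and 3 ERK response genes also had an adjusted p-value under 0.05, in each list 2 higher in serum ESCs and 1 in 2i ESCs. Those of the other lists were all higher in serum ESCs, namely 6 E2F target, 2 E2F and DP, 1 DNA replication, 7 G2/M, 1 WNT response and 2 CDK and cyclin genes.

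None of these calls by camera was past the threshold under fry or under camera with an estimated correlation between genes. The adjusted p-values were 0.177 by fry and 0.377 with the estimated correlation for both the E2F target and the G2/M genes, and 0.447 and 0.505 for the replication-dependent histone genes.

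The study compared cyclins, cyclin-dependent kinases (CDKs), their inhibitors and the RB family as proteins, and their transcripts are given here. Of 18 regulators tested, 0 had an adjusted p-value under 0.05 over all genes (limma). Adjusted over the list alone, 2 of 9 CDK and cyclin genes passed, 0 of 6 inhibitor genes and 0 of 3 RB family genes. Those passing were Ccnd2 (chromosome 6, 127075797 to 127101066), with 351 and 713 normalized counts in serum and 113 and 39.8 in 2i (log2 fold change 2.88, SE 0.71), and Ccna2 (chromosome 3, 36463788 to 36471072), with 3666 and 4262 in serum and 1467 and 948 in 2i (log2 fold change 1.74, SE 0.46). Ccne1 rose by 1.51 (SE 0.55) and Ccne2 by 1.73 (SE 0.82), with adjusted p-values over all genes of 0.753 (limma). The rise of Ccne2 was 0.79 without 2i replicate 1 and 2.66 without 2i replicate 2. That of Ccne1 was 1.03 and 1.99. As a list the CDK and cyclin genes had a median of 0.80, with 8 of 9 higher in serum ESCs (camera, adjusted p-value 0.000231), a call lost under fry (adjusted p-value 0.136) and under camera with an estimated correlation (0.377). The CDK inhibitor genes had a median of -0.50, with 1 of 6 higher in serum ESCs (camera, adjusted p-value 0.243), which was -0.0079 without serum replicate 2 and -0.88 without serum replicate 1. Cdkn1a had 1089 and 386 normalized counts in serum and 2825 and 599 in 2i, so that the replicates of a condition differed by more than the conditions (log2 fold change -1.003, SE 0.86). Cdkn1b had 887 and 685 in serum and 874 and 645 in 2i (log2 fold change 0.05, SE 0.45). Upper quartile scaling put it at -0.092, but the median of all genes then stood at -0.14. That turn of sign thus follows the scaling. Cdkn2a had 482 and 177 in serum and 592 and 231 in 2i (log2 fold change -0.34, SE 0.71). It was 0.38 without serum replicate 2 and -1.06 without serum replicate 1. Cdkn2d had 1.00052 and 97.2 in serum and 140 and 180 in 2i (log2 fold change -3.51, SE 1.83; limma, adjusted p-value 0.753). Its log2 fold change was -6.32 without serum replicate 2 and -0.70 without serum replicate 1, and 3.50% of its read-length words were its own. The RB family genes had a median of 0.07 (camera, adjusted p-value 0.929), which was -0.14 without serum replicate 1 and -0.25 without 2i replicate 2. Under upper quartile scaling it was -0.074, again above the median of all genes. No difference in the inhibitor or RB family transcripts was detectable with these replicates.

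**Figure D3:**
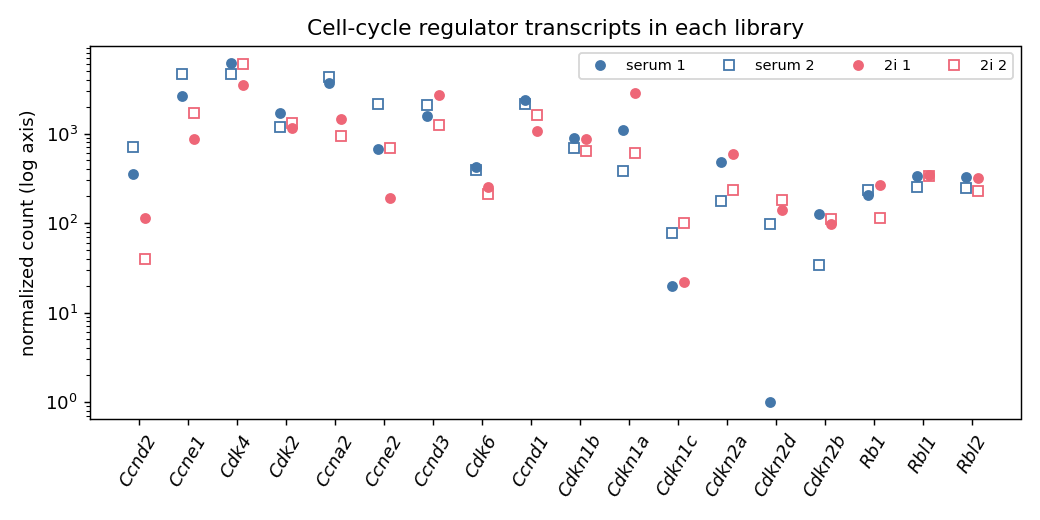
The y axis (log scale) gives the normalized count of each cell-cycle regulator gene (x axis) in each serum library (blue) and 2i library (red), with filled circles for replicate 1 and open squares for replicate 2. The serum values of Ccnd2 (351 and 713) lie above both 2i values (113 and 39.8), while those of Cdkn1a (1089 and 386) overlap with 2i (2825 and 599).

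Markers of other cell types were few in the table. The median was 0.25 for 7 primitive endoderm markers (camera, adjusted p-value 0.892) and -0.39 for 4 fibroblast markers (camera, adjusted p-value 0.892). The former was -0.42 without serum replicate 2 and the latter 0.27 without 2i replicate 1.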

Values the study reported

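The study called genes as different between serum and 2i ESCs at a log2-fold change above 1 and a p value below 0.05, after asking for at least 50 reads in either condition. It reported no correlation between E2F1 occupancy and the change in RNA expression, with an R2 of 0.08, and that about 5% of E2F1 binding sites differed between the conditions. The binding data are not analysed here.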

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

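The counts of called genes depended on the test. With the same thresholds, the counts higher in serum and in 2i ESCs were 0 and 2 as reported, 0 and 0 with edgeR on whole reads, 0 and 1 with limma without trend, and 73 and 178 with DESeq2 on whole reads. Without adjustment they were 386 and 390 with limma and 593 and 987 with DESeq2, and with no test at all 1286 and 2069 genes differed 2-fold. A mean of at least 200 over the 4 libraries gave 0 and 4, and a pseudocount of 5 gave 0 and 3. The called U1 genes are absent from the protein-coding genes, from the GC content and length correction, and from the genes with 80% of their words unique, each of which gave 0 and 0. The other settings with a test (the smaller pseudocount, no filter, a mean of at least 10, TREAT, and the 3 scalings) gave 0 and 2. A mean of at least 10 removed no gene, so it tests nothing beyond the fit with no filter. Leaving out each library in turn, with no test, gave from 1193 to 2349 genes 2-fold higher in serum ESCs and from 1623 to 2725 in 2i ESCs.

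The labels give both conditions the replicate numbers 1 and 2, and the replicate differences of the conditions correlated across genes with r = 0.480. For genes with a transcript sequence r was 0.291, and it was 0.316 after correction for GC content and length. With 2 pairs the numbers are not shown to pair the samples. With the replicate block, 44 genes were higher in serum ESCs and 159 in 2i ESCs, with 1 of the single regulators past the threshold, and with the replicate block after GC content and length correction the counts were 5 and 8. In the lists, the block put past the threshold over all genes 3 replication-dependent histone, 4 E2F target, 1 E2F and DP, 5 G2/M, 3 pluripotency, 4 ERK response, 1 WNT response, 1 DNA methylation and 1 CDK and cyclin genes. Of these 1 histone, 1 pluripotency and 1 ERK response gene were higher in 2i ESCs, and the others in serum ESCs. The cause was not tested. With DESeq2 on whole reads 2 of the single regulators passed, Ccnd2 and Ccna2. Among the single genes and the lists of regulators and markers, 17 values passed the threshold under another setting, 5 fell below it, and 6 moved by more than the spread between replicates without a library.

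The list medians kept their direction for the replication-dependent histone, E2F target, E2F and DP, DNA replication, G2/M, ERK response and DNA methylation genes under every alternative run. Their calls by camera with the preset correlation were lost under fry and under the estimated correlation, where the medians stay by construction: 0.79, 1.55, 1.09, 0.49, 0.999, 0.65 and 0.82. The same held for the CDK and cyclin genes (0.80). With 2 libraries per group, the loss under the estimated correlation cannot tell a rise from its absence. For the replication-dependent histone genes the call was lost too when counts were summed over each class (0.78) and for the genes outside chromosome 13 (0.32, over 12 genes); the cause was not tested. Upper quartile scaling put the median of all genes at -0.14 and the GC content and length correction at 0.10, so that medians under them are read against these shifts. The correction moved the replication-dependent histone median from 0.79 to 1.38.

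Lists with small medians changed sign, as did single genes, and no such value was past the threshold. Some turns follow the shift of all genes. The values below under upper quartile scaling all lie above its shift of -0.14. The corrected medians of the replication-independent histone and pluripotency genes lie below the shift of 0.10. Under quantile normalization Tet3 lies below the median of all genes (0.072). These values thus did not change sign against all genes. The cause of the other turns was not tested. After GC content and length correction, with or without the replicate block, the medians were 0.057 for the replication-independent histone genes, 0.081 for the pluripotency genes and -0.10 for the RB family genes, and the log2 fold changes were 0.44 for Ccnd3, -0.26 for Cdkn1b, 0.24 for Cdkn1c, 0.21 for Cdkn2a, -0.039 for Rb1 and -0.10 for Rbl2. Under quantile normalization they were 0.16 for the pluripotency genes, -0.033 for Cdkn1b, 0.84 for Cdkn1c and 0.026 for Tet3. Under upper quartile scaling they were -0.0059 for the WNT response genes, -0.074 for the RB family genes and for Rbl2, and -0.092 for Cdkn1b. The pluripotency median was 0.13 with a mean of at least 200 and for the genes with 80% of their words unique.

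Across the 4 comparisons that each left out one library, the median went from 0.26 (without 2i replicate 1) to 1.27 (without 2i replicate 2) for the replication-dependent histone genes, from -0.28 to 0.018 for the replication-independent ones, from 1.21 to 1.90 for the E2F target genes, from 0.90 to 1.25 for the G2/M genes, from -0.11 to 0.20 for the pluripotency genes, from -0.42 to 0.57 for the WNT response genes and from 0.58 to 1.23 for the DNA methylation genes. The spread between replicates limits every single-gene statement. In the simulation, all 200 genes changed 4-fold were called at a low spread and 0 at the spread of these libraries. Depth itself was not varied, and genes with few reads may be limited by it too.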

Other observations

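The tests of GC content and length on the whole of chromosomes 6 and 13, and those of G2/M genes, of histone class sums and of scaling, were chosen before their results were seen; the other tests were chosen after.

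Replication-dependent histone and DNA replication transcripts were higher in serum ESCs, with medians of 0.79 and 0.49. The split of replicate 1 against replicate 2 gave medians of 0.49 and 0.51 for the same lists. Without 2i replicate 1 the rises were 0.26 and 0.14, so they rest largely on that library. A scaling factor moves all genes of a library about alike, so another factor cannot test whether a list rose above the other genes. The lower of both medians under 3 other scalings was 0.34, with upper quartile scaling, which put the median of all genes at -0.14. In the main fit the median of all genes was 0.0047, far below both list medians, which argues against scaling factors as the source. GC content and transcript length also leave the rise in place, with the medians at 1.38 for the replication-dependent histone genes and 0.53 for the DNA replication genes after their correction. These readings rest on camera with the preset correlation, and the calls were lost under fry. For histone genes with at least 80% of their read-length words to themselves the median was 1.01, with 10 of 12 higher in serum ESCs, so division of reads among protein-coding copies does not account for these genes. Sharing of reads with pseudogenes was not tested. For the genes that share reads, such division stays open, since the class sums rose by 0.78 with standard errors of up to 0.72. A candidate explanation that these data leave standing is that the serum sort carried over cells in S- or G2-phase, since G2/M genes rose as well, by 0.999. A higher activity of the E2F pathway in serum ESCs, the biological difference the design allows, may raise the same lists and is not told apart from it by this test.

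Most of the replication-dependent histone genes (54 of those tested) lie on chromosome 13, and genes along that chromosome were higher in serum ESCs. Relative to each library's median, 345 protein-coding genes on chromosome 13 stood at 0.13 and 0.32 in the serum replicates and at -0.23 and -0.21 in the 2i replicates. Of 20 chromosomes this was the only one whose serum libraries lay over 0.1 above both 2i libraries. Histone genes were not removed from these 345 genes. Without the replication-dependent histone genes, the 413 other protein-coding genes tested on the chromosome had a median log2 fold change of 0.44. The histone genes are thus not the whole source of the shift. The gap of the lower serum to the higher 2i library was 0.31 after correction for GC content and length, so that trend is not the whole source of the shift. With the genes divided by position into 3 equal parts, the gap after the correction was 0.27, 0.24 and 0.060 from the first to the last part, against 0.30 in the last part before it. Histone genes were not removed from the parts either, so the gap of the first part may come partly from them. In the last part the gap was smaller than the difference between the 2i replicates, so there a shift along the chromosome and the trend cannot be told apart. A difference in copy number of part or all of the chromosome between the cultures could give such a shift and was not tested, since no DNA was analysed here. Histone genes outside chromosome 13 rose by 0.32 over 12 genes, which was no longer past the threshold (camera, adjusted p-value 0.191), so that a part of the histone rise may follow the chromosome. Set against the other genes of the chromosome the histone median was 0.50 and stayed past the threshold (camera, adjusted p-value 0.0240), so the chromosome is not shown to account for all of it. DNA replication genes outside chromosome 13 rose by 0.48, about as the whole list did, so the chromosome does not explain that list.

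Genes along chromosome 6 were higher in 2i replicate 2 alone. The median of 385 genes was 0.38 there and -0.14, -0.09 and -0.13 in serum replicates 1 and 2 and 2i replicate 1. After correction for GC content and length it was 0.41 in 2i replicate 2. With the genes divided by position into 3 equal parts, the lowest part stood at 0.28 before the correction and at 0.20 after it, in both cases above the other libraries in that part, so the shift was not due to a few genes or to a single segment alone. An extra copy of the chromosome in some of these cells could give this pattern and was not tested; no biological explanation was tested, since the library shares its group with 2i replicate 1.

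Of the 3 splits of the 4 libraries into equal groups, the real one included, 2 gave at least as many genes past both thresholds as the real one. The real split gave 2 genes, the split of replicate 1 against replicate 2 gave 103, and the remaining split gave 0. With 3 splits no share under 0.05 can be reached.

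Spliceosomal RNA genes took 5.87% and 3.68% of the reads of the 2i libraries and 0.392% and 0.0839% of those of the serum libraries, and all 54 tested were higher in 2i ESCs. Division of reads among U1 copies does not explain this, since the sum over 31 U1 genes in the lower 2i library was 8.58 times that in the higher serum library. The snoRNA genes, another class of small RNAs, had a median log2 fold change of -2.73, and 111 of 115 were lower in serum ESCs. This is consistent with a better capture of small RNAs in the 2i libraries. The share of reads in snoRNA genes was 2.54% in serum replicate 1, below both 2i libraries (3.66% and 4.69%), and 7.56% in serum replicate 2, above both. In serum replicate 2 the 7 U3 genes took 6.95% of the reads, against 1.88% in serum replicate 1 and 2.00% and 3.15% in the 2i replicates. A change of small RNAs with the culture condition stays open and was not tested. Both genes called in 2i ESCs belong to this pattern.

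AC156953.1 (ENSMUSG00000092746, chromosome 6, 69466333 to 69466614, plus strand), named after its values were seen, took 22.997% of the reads of serum replicate 1. It had 6113530 normalized counts there and 44.7, 410 and 221 in serum replicate 2 and 2i replicates 1 and 2. Together with 5 genes that share read-length words with it, it took 37.4% of the reads of that library, 3.46 times the highest share of the other libraries (10.8%). Division of reads among copies may explain why this single gene stands out, but not the share of the family. No biological explanation was tested.

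Transcripts of Ddx3y, Eif2s3y and Uty on the Y chromosome, chosen after their values were seen, were lowest in 2i replicate 2. Ddx3y had 179, 361, 223 and 13.6 normalized counts in serum replicates 1 and 2 and 2i replicates 1 and 2, Eif2s3y had 201, 231, 288 and 39.8, and Uty had 128, 113, 102 and 41.7. Gm3395, the only other gene of that chromosome in the table, went the opposite way, with 326, 774, 315 and 7211. No explanation was tested, and the labels do not say whether the libraries share a cell line.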
